A study of Mus musculus with 85 samples. Its data were reported in "Discrimination of cell-intrinsic and environment-dependent effects of natural genetic variation on Kupffer cell epigenomes and transcriptomes" (2023).

How the data were processed

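RNA-seq values of 85 mouse libraries were taken from the processed tables of the series. The libraries fell into 30 groups by the strain, cell type and treatment that the labels give. They came from 3 inbred strains (A/J, BALB/cJ and C57BL/6J, 69 libraries) and from CB6F1/J mice, the hybrid of BALB/cJ and C57BL/6J (16 libraries). Libraries were poly(A) selected and dUTP marked. Reads had been mapped by the authors with STAR, for which no version is given in the sources used here, to strain genomes built from mm10 and the known variants of each strain, and shifted to mm10 positions.

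The deposited count tables of Kupffer cells, liver sinusoidal endothelial cells (LSECs), hepatic stellate cells and hepatocytes hold read counts over exons that the authors made with HOMER. The deposited tables of parental bone-marrow-derived macrophages (BMDMs) and of CB6F1/J mice hold expected counts in steps of 0.5, which were rounded to whole numbers before any test. The deposited TPM tables hold values that the authors made from the same reads, and they were used for group levels and for a filter. Over the parental libraries the TPM columns sum to between 0.501 and 0.596 M, so levels in TPM are relative to the genes in the table. For CB6F1/J mice the authors mapped each library to both parental genomes and deposited, per allele, expected counts of perfectly matching reads and of the subset that spans a variant between the strains. Of 20 deposited tables, 6 were not used, which hold TPM computed within the allelic read selections. The strand setting used in counting is not given in the sources used here, so genes that overlap on opposite strands cannot be told apart from each other.

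All tables share 23608 genes. Of these, 22968 symbols matched the RefSeq annotation of GRCm38.p6 (the same assembly as mm10), 546 matched a RefSeq synonym, 22 matched GENCODE and 72 matched none. Coordinates are 1-based positions on mm10 from that annotation. Library totals were 5.25 to 24.22 M (mega) counts in parental Kupffer cells (n = 27), 22.02 to 42.78 M in parental BMDMs (n = 12), 6.38 to 14.01 M in LSECs (n = 12), 8.1 to 12.69 M in stellate cells (n = 11), 9.19 to 21.45 M in hepatocytes (n = 7) and 55.37 to 158.37 M in CB6F1/J libraries (n = 16). Variant-spanning reads gave 2.36 to 6.39 M for the BALB/cJ allele and 2.4 to 6.69 M for the C57BL/6J allele.

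Differences between groups were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and a robust dispersion fit. The design follows the pairwise comparisons of the study's methods, which named DESeq2. Genes were tested when they passed the filterByExpr filter and had a mean TPM above 8 in at least 1 group of the contrast. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Standard errors were taken from the fold change and the F statistic. LSECs, stellate cells and hepatocytes were tested over the 3 strains with 2 degrees of freedom, and the fold limit was applied to the largest pairwise difference. Whether an effect differed between groups was tested as an interaction term in 1 fit over the libraries involved. Adjusted p-values printed for single genes come from edgeR throughout. Labels do not say that every library came from a separate animal, so p-values measure the spread between libraries.

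Allelic tests compared the BALB/cJ and C57BL/6J columns of variant-spanning reads within CB6F1/J mice. They were run on autosomal genes with a mean of at least 10 such reads per mouse and a mean TPM above 8. Allele shares are percentages of variant-spanning reads per mouse. The response of CB6F1/J Kupffer cells to lipopolysaccharide was tested on the sum of perfect reads over both genomes, which holds most reads 2 times. Comparisons of NSG recipients with untreated Kupffer cells of the same strain were added after the data were seen.

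Before the data were examined, 36 lists of cell type markers, pathways and genes chosen by the study were fixed. Each was tested with camera in limma 3.58.1 at the preset correlation of 0.01, on log2 CPM with a prior count of 2, and again with an estimated correlation. Adjusted p-values of lists are over the lists of a contrast. Members were counted as called among all genes tested and, separately, adjusted over the list alone. Single genes were named by a rule fixed at the same time. It takes up to 4 called members of each list by size of change, the 6 called genes with the largest change in each direction whose libraries did not overlap, and genes that the study names. For tests over 3 strains, the 12 genes with the largest change were added after the data were seen. The rule leaves gene models and, for strain contrasts, multigene families out of the largest changes. Where overlaps between lists of calls are given, the number expected is that of independent lists over the genes tested in both.

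Each test was also run on simulated counts with the library sizes and spread of its own comparison, in which 200 genes were changed. At a log2 change of 3, edgeR recovered 100% of the changed genes in the A/J against BALB/cJ Kupffer comparison of 7758 genes, 97% in the strain by lipopolysaccharide interaction of 8213 genes and 92% in the strain by diet interaction of 8766 genes. At a log2 change of 1.5, the shares were 98%, 66% and 50%. False calls numbered 5, 10 and 8 among the unchanged genes of these comparisons.

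Alternatives were another normalization (RLE), no TPM filter, a TPM filter over all libraries, DESeq2 1.42.0 with a prior on fold changes, other sets of libraries in the fit, the replicate number as a block, perfect reads in place of variant-spanning reads, a stricter read minimum of 30, and each library left out in turn. The DESeq2 alternative for tests over 3 strains was its likelihood ratio test. Libraries with the same replicate number deviated together in some pairs and apart in others (in LSECs 7 of 12 pairs had a correlation over 0.1, with a lowest of −0.37), so the number was not used as a pairing in the whole-library comparisons. The 2 alleles of a mouse share a library, and a fit with the mouse as a block was an alternative in the allelic tests. Replicate libraries were checked for duplicates, and none of the 70 parental pairs was closer than counting error allows, nor, by variant-spanning reads, any of the 21 pairs of hybrid libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots.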

Results

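RNA-seq was used to measure gene expression in Kupffer cells, the resident macrophages of the liver, and in their neighbours in the strains A/J, BALB/cJ and C57BL/6J. Untreated Kupffer cells were measured in 2 libraries per strain. Bone-marrow-derived macrophages (BMDMs) had 2 libraries per strain given saline (PBS) and 2 given KLA, a purified lipid ligand of TLR4. Liver sinusoidal endothelial cells (LSECs) had 4 libraries per strain. Hepatic stellate cells had 4 libraries from A/J, 4 from BALB/cJ and 3 from C57BL/6J. Hepatocytes had 2, 2 and 3 libraries in the same order. Kupffer cells of BALB/cJ and C57BL/6J mice injected with lipopolysaccharide (LPS, 0.1 mg per kg) 2 h earlier had 2 libraries each.

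Kupffer cells from mice on the AMLN diet, a diet rich in fat, fructose and cholesterol that causes steatohepatitis, were measured after 30 weeks in 4 A/J, 3 BALB/cJ and 4 C57BL/6J libraries. The labels call the latter C57BL/6J, while the study's methods describe the C57BL/6 mice of its steatohepatitis work as kept in the laboratory rather than bought. Kupffer cells were also taken from immune-deficient NSG mice that had received marrow of BALB/cJ, C57BL/6J or CB6F1/J donors, with 3 libraries each. The CB6F1/J hybrid gave 4 untreated and 5 LPS libraries of Kupffer cells and 2 PBS and 2 KLA libraries of BMDMs. Library totals ran from 5.25 to 42.78 M counts (M, mega) in the 69 parental libraries and from 55.37 to 158.37 M in the 16 hybrid libraries. All log2 fold changes below are scaled by TMM, and levels are in TPM as mean ± SD.

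Which genes differ between strains in untreated Kupffer cells was asked with 2 libraries each. Lepr, the leptin receptor gene (chromosome 4, 101717137 to 101815352 on mm10), stood at 17.9 ± 4.4 TPM in A/J, 119 ± 37 in BALB/cJ and 71.3 ± 20 in C57BL/6J (SD, n = 2). Cd300e, an activating receptor of myeloid cells (chromosome 11, 115051917 to 115066676), was highest in A/J, at 846 ± 61 TPM against 27.3 ± 0.52 in BALB/cJ and 171 ± 3 in C57BL/6J. Cx3cr1, the fractalkine receptor (chromosome 9, 120048683 to 120068296), was at 93.3 ± 24 TPM in A/J and 93.8 ± 7.1 in BALB/cJ and at 1.69 ± 0.94 in C57BL/6J. Cxcr4, the receptor of Cxcl12 (chromosome 1, 128588199 to 128592299), was highest in BALB/cJ at 65.4 ± 15 TPM, against 17.1 ± 2.9 in A/J and 19.1 ± 1.6 in C57BL/6J. With edgeR, 262 of 7758 genes differed between A/J and BALB/cJ (129 higher in A/J), 359 of 7779 between A/J and C57BL/6J (202 higher in A/J) and 445 of 7803 between BALB/cJ and C57BL/6J (252 higher in BALB/cJ).

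**Figure D1:**
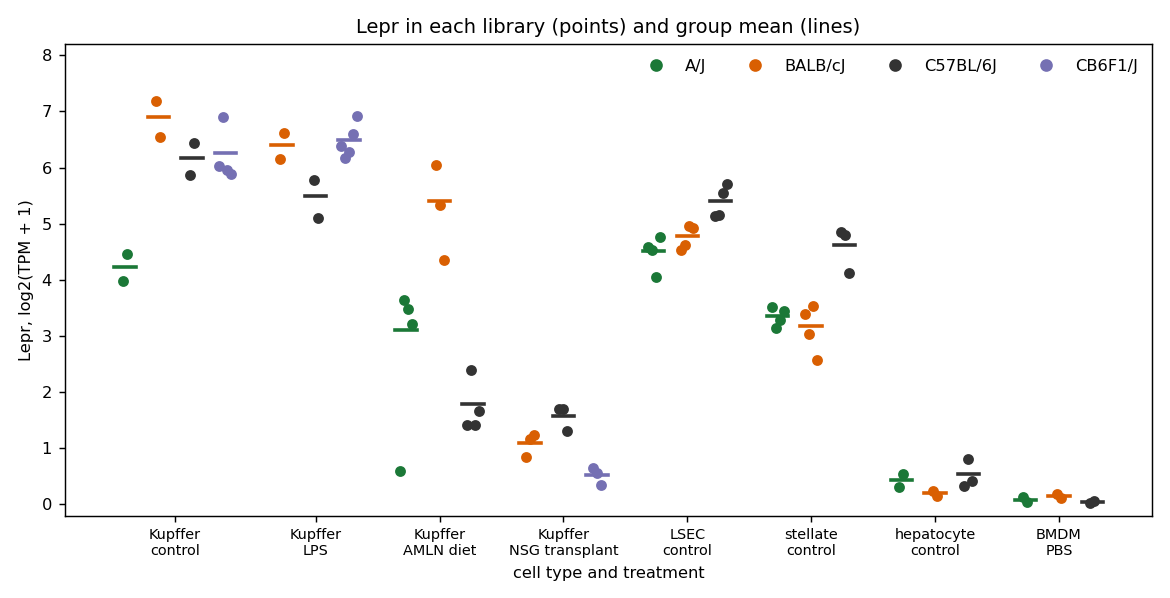
Lepr in each library as log2(TPM + 1), grouped by cell type, strain and treatment, with lines at group means. Untreated Kupffer cells of BALB/cJ averaged 119 TPM of Lepr, those of A/J 17.9 and those of NSG recipients of BALB/cJ marrow 1.13.

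Between A/J and BALB/cJ, BALB/cJ held more of the chemokine genes Cxcl14 (log2 difference A/J minus BALB/cJ −2.70 ± 0.26, SE; edgeR adjusted p = 0.00055) and Ccl24 (−2.29 ± 0.21) and of Trem2, a lipid-sensing receptor (−1.82 ± 0.17). A/J held more of Lbp, which carries LPS to its receptor (28 ± 5.2 against 6.04 ± 0.52 TPM, 2.15 ± 0.15), of the nuclease gene Dnase1l3 (2.41 ± 0.17) and of the kinase gene Pim1 (2.21 ± 0.27). Fblim1, a filamin-binding adaptor (chromosome 4, 141576062 to 141606052), was at 48.4 ± 8.6 TPM in A/J and 0.282 ± 0.068 in BALB/cJ (7.37 ± 0.21). Among the largest differences toward BALB/cJ were Ppfia4 (−7.84 ± 0.27), Bst1 (−6.73 ± 0.42) and the interferon-inducible Mndal (−3.83 ± 0.19). Of 11 MHC class II genes tested, which present antigen to T cells, 4 were higher in A/J and none lower, or 7 and none adjusted over the list alone. Their median log2 difference was 2.16 (camera adjusted p = 2.2e-05, adjusted p = 0.69 with an estimated correlation). H2-DMb2, which loads peptides, was at 26.4 ± 7.4 TPM in A/J and 7 ± 0.0035 in BALB/cJ (1.88 ± 0.28, edgeR adjusted p = 0.0011). Erythroid and platelet markers moved with the same groups: their median over 5 tested genes was 6.77, with 1 called higher in A/J, or 4 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.012, adjusted p = 0.69 with an estimated correlation), with Hbb-bs at 282 and 50 TPM in the A/J libraries and at 2.11 and 0.801 in those of BALB/cJ.

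Against C57BL/6J, A/J and BALB/cJ shared large differences. Cx3cr1 was higher by log2 5.74 ± 0.30 in A/J (edgeR adjusted p = 1.6e-05) and 5.81 ± 0.30 in BALB/cJ (1.5e-05). Fcgr2b, the inhibitory Fc receptor gene, was higher by 3.89 ± 0.26 and 4.29 ± 0.26, the interferon-induced Ifi44 by 4.21 ± 0.24 and 4.92 ± 0.25, and the calcium channel gene Cacna1a by 8.04 ± 0.35 and 8.47 ± 0.35. Fads1, a fatty acid desaturase, was at 156 ± 16 TPM in A/J, 132 ± 12 in BALB/cJ and 41.1 ± 0.2 in C57BL/6J. C57BL/6J held more of Mefv, which encodes pyrin (29.5 ± 7.9 TPM against 0.08 ± 0.062 in A/J and 6.73 ± 0.35 in BALB/cJ), of the gelatinase gene Mmp9 and of the costimulatory receptor Cd40. Btbd11 was at 43.4 ± 3 TPM in C57BL/6J, 0.102 ± 0.11 in A/J and 0.009 ± 0.013 in BALB/cJ.

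BALB/cJ Kupffer cells held more than C57BL/6J of the collagenase gene Mmp13 (log2 4.28 ± 0.52), the tetraspanin gene Cd63 (4.59 ± 0.32), galectin gene Lgals1 (6.04 ± 0.39) and Cxcr4 (1.81 ± 0.17). They held less of Aoah, which inactivates LPS (16.7 ± 4.7 against 80.9 ± 3.9 TPM, −2.24 ± 0.17), of Lbp (−2.07 ± 0.15) and of Tnfaip3, which restrains NF-kB (−1.56 ± 0.19, edgeR adjusted p = 0.00011). Of 37 interferon-stimulated genes, 10 were higher in BALB/cJ and none lower, with a median of 0.68 (camera adjusted p = 5.3e-05, adjusted p = 0.72 with an estimated correlation). Of 23 NF-kB inflammatory genes, 3 were lower and none higher, with a median of −0.67 (camera adjusted p = 1.5e-05, adjusted p = 0.72 with an estimated correlation). Of 12 MHC class II genes, 3 were lower in BALB/cJ, with a median of −1.68 (camera adjusted p = 0.00014, adjusted p = 0.72 with an estimated correlation). LSEC markers were higher in A/J than in C57BL/6J for 3 of 6 tested genes, in cells that the study sorted as negative for the LSEC surface marker Mcam.

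Lepr was lower in A/J than in BALB/cJ by edgeR (log2 −2.80 ± 0.35, adjusted p = 0.011) and lower than in C57BL/6J (−2.02 ± 0.34, adjusted p = 0.023), and it did not pass between BALB/cJ and C57BL/6J (0.77 ± 0.33, adjusted p = 0.16). The call of Lepr between A/J and BALB/cJ was lost without A/J replicate 1 (−2.65), without A/J replicate 2 (−2.97) and in 1 fit over all Kupffer libraries (−2.79). That against C57BL/6J was lost in the same settings, at −1.88, −2.19 and −2.05. Of the 51, 49 and 59 called genes that the rule named in the 3 contrasts, 19, 15 and 19 lost the call with 1 library left out. Lepr, Cd300e, Cd40, Cxcl14, Cxcr4, Fads1, Mefv, Tnfaip3 and Trem2 belong to a list chosen by the study on these samples and are not independent evidence of a direction, nor are Ch25h in BMDMs or Tnf and Slc7a2 with LPS.

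Whether strain differences are shared by other macrophages was asked in BMDMs given PBS. C1qb, a chain of complement C1q (chromosome 4, 136880126 to 136886200), was at 234 ± 19 TPM in A/J, 542 ± 19 in BALB/cJ and 2530 ± 50 in C57BL/6J (SD, n = 2). Ch25h, which makes 25-hydroxycholesterol, was at 30.7 ± 2.2 TPM in A/J and 2.45 ± 0.065 in BALB/cJ. The lipoprotein gene Apoe was at 707 ± 8.7, 2200 ± 170 and 3320 ± 1.1 TPM in A/J, in BALB/cJ and in C57BL/6J. Hal, a histidine-degrading enzyme, was at 152 ± 9.5 TPM in BALB/cJ and 0.186 ± 0.074 in C57BL/6J (log2 9.59 ± 0.16, edgeR adjusted p = 1.5e-18). The endotoxin co-receptor Cd14 was higher in A/J than in C57BL/6J (988 ± 55 against 255 ± 14 TPM) and Tnf, the cytokine gene, lower in BALB/cJ than in C57BL/6J (15.1 ± 1 against 34.9 ± 6 TPM, edgeR adjusted p = 1.9e-07). With edgeR, 348 of 8314 genes differed between A/J and BALB/cJ, 464 of 8302 between A/J and C57BL/6J and 374 of 8199 between BALB/cJ and C57BL/6J.

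Of 36 interferon-stimulated genes in BMDMs, 10 were higher in BALB/cJ than in C57BL/6J and none lower (15 adjusted over the list alone), with a median of 1.00 (camera adjusted p = 6.6e-12, adjusted p = 0.56 with an estimated correlation). A/J BMDMs likewise held more of 9 of 34 such genes than C57BL/6J, with Ifi44 at 197 ± 46 against 1.51 ± 1 TPM. Of 9 complement genes, 6 were lower in A/J than in C57BL/6J, with a median of −1.39 (camera adjusted p = 9.1e-06, adjusted p = 0.35 with an estimated correlation). Kupffer cell identity genes that BMDMs express were lower in BALB/cJ than in C57BL/6J for 9 of 18, among them C1qb (−2.24 ± 0.09).

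Cx3cr1 was at 28.7 ± 10 TPM in BALB/cJ and 118 ± 0.39 in C57BL/6J BMDMs, the opposite order to Kupffer cells. A direct test of whether the strain effect differs between the 2 cell types called 1397 of 9222 genes with edgeR. Among called genes, Cx3cr1 differed by 7.89 for BALB/cJ minus C57BL/6J (adjusted p = 2.2e-05). Pairwise differences of other called genes were 3.26 for C1qb and −5.07 for Cd207, the langerin gene (chromosome 6, 83671207 to 83677857). They were −4.38 for Timd4, a receptor for dying cells, and −7.39 for Hal. These values may come from different pairs of strains, so their signs cannot be compared. Of the 262, 359 and 445 Kupffer strain genes, 163, 235 and 320 were tested in BMDMs. Counting the untested ones, 200, 251 and 332 were not called there. Of these, 136, 163 and 210 were called in the direct test between cell types. That test is over all 3 strains, so the called difference need not lie in the same pair. Genes called in the same direction in both cell types numbered 52, 101 and 105, where independent lists would share 2.74, 5.34 and 5.69. Another 10, 7 and 8 were called in opposite directions.

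The neighbours of Kupffer cells were compared between strains because they supply the niche. In LSECs, Timp2, an inhibitor of matrix proteases (chromosome 11, 118301061 to 118355411), fell from 265 ± 29 TPM in A/J to 69.1 ± 14 in BALB/cJ and 14.6 ± 5.2 in C57BL/6J (SD, n = 4). Mertk, a receptor for dying cells, was at 331 ± 27, 132 ± 13 and 273 ± 36 TPM in the same order. Wnt9b, a Wnt ligand of the central vein, was lower in A/J than in C57BL/6J (4.8 ± 1.3 against 28.1 ± 11 TPM, edgeR adjusted p = 0.0032), and the growth factor gene Hgf higher in A/J than in BALB/cJ (110 ± 13 against 48.8 ± 12 TPM). Lyve1, a hyaluronan receptor of LSECs, was lower in BALB/cJ than in C57BL/6J (361 ± 97 against 1030 ± 73 TPM), and the adhesion molecule Icam1 lower in A/J than in C57BL/6J (50.4 ± 7.2 against 113 ± 14). Of 33 interferon-stimulated genes, 16 were lower in A/J than in BALB/cJ and 1 higher, with a median of −0.99 (camera adjusted p = 6.5e-13, adjusted p = 1 with an estimated correlation). Irf7, an interferon regulator, was at 32.6 ± 12 against 122 ± 33 TPM and Oasl2 at 29.8 ± 3.5 against 114 ± 42. edgeR called 584 of 8880 genes over the 3 strains in LSECs, of which 166 were highest in A/J, 175 in BALB/cJ and 243 in C57BL/6J. Of Kupffer strain genes, 35, 88 and 86 were called in the same direction in LSECs in the 3 contrasts. Alb, a hepatocyte gene, was at 4840 and 5520 TPM in A/J replicates 1 and 2 and at 5220 in BALB/cJ replicate 1, and at 556 to 1530 in the other LSEC libraries.

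In stellate cells, Reln, a secreted glycoprotein gene typical of them, was at 656 ± 120 TPM in A/J and 1520 ± 210 in BALB/cJ (SD, n = 4), and the fibrillar collagen gene Col1a1 at 13.7 ± 4.2 and 70.2 ± 24 (log2 −2.33 ± 0.34, edgeR adjusted p = 0.00076). Bmp10, a ligand made by stellate cells, was at 80.4 ± 9.6 and 189 ± 36 TPM. Of 18 matrix and activation genes, 8 were lower in A/J than in BALB/cJ and none higher, with a median of −0.97 (camera adjusted p = 4.9e-08, adjusted p = 0.4 with an estimated correlation). Of 23 stellate markers, 1 was higher in A/J by sign, with a median of −0.59. How far Kupffer cell RNA in the A/J libraries lowered the values of stellate genes was not tested. edgeR called 1396 of 9432 genes over the 3 strains, and 681 of these were highest in A/J. Kupffer cell markers moved with the same groups: of 29 identity genes, 24 were called higher in A/J than in BALB/cJ stellate libraries. Marco was at 91.2 ± 51 against 2.72 ± 1.4 TPM and Timd4 at 144 ± 88 against 12.6 ± 6.6. Without the genes that Kupffer cells or hepatocytes express over 2 times higher, 745 genes were called, of which 196 were highest in A/J, 289 in BALB/cJ and 260 in C57BL/6J. Genes of LSECs were not left out. Stab2, at 997 to 1360 TPM in LSECs, was at 282 to 437 in A/J stellate libraries. It was at 186 to 388 in those of BALB/cJ and 405 to 561 in those of C57BL/6J. How far LSEC RNA adds to the stellate calls and levels was not tested. The study sorted stellate cells as bright and Kupffer cells as dim under ultraviolet light.

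In hepatocytes (n = 2, 2 and 3), Hc, complement C5 (chromosome 2, 34983329 to 35068506), was at 54.4 ± 5.5 TPM in A/J, 392 ± 46 in BALB/cJ and 314 ± 25 in C57BL/6J. Scd1, which makes monounsaturated fatty acids, was at 566 ± 200, 125 ± 42 and 1570 ± 340 TPM. Sqle, of cholesterol synthesis, was at 38.1 ± 11 TPM in A/J and 10.4 ± 3.7 in BALB/cJ, and 8 of 23 genes of that pathway were higher in A/J and none lower, with a median of 0.44 (camera adjusted p = 4.4e-06, adjusted p = 0.73 with an estimated correlation). Markers of other liver cells moved with the same groups: LSEC markers were lower in A/J with a median of −0.88 over 7 genes (1 called, camera adjusted p = 0.014) and stellate markers with −1.30 over 3 genes (2 called, camera adjusted p = 0.039), each at adjusted p = 0.73 with an estimated correlation. Of 13 immediate-early genes, 4 were higher in A/J and none lower, or 8 and none adjusted over the list alone, with a median of 1.49 (camera adjusted p = 4.4e-06, adjusted p = 0.73 with an estimated correlation). Apcs, an acute phase protein gene, was at 441 ± 38, 309 ± 10 and 59.4 ± 11 TPM. Of the immediate-early genes, 7 were lower in BALB/cJ than in C57BL/6J, with a median of −1.80 (camera adjusted p = 4.1e-06, adjusted p = 0.98 with an estimated correlation). Of 15 heat shock and dissociation stress genes, 4 were higher and 5 lower in BALB/cJ, with the chaperone gene Hsp90aa1 at 77.8 ± 18 against 12.4 ± 2.2 TPM. edgeR called 675 of 5850 genes over the 3 strains. Nnt, a mitochondrial transhydrogenase gene, was at 38.4 TPM in C57BL/6J hepatocyte replicate 3 and at 13.7 and 15 in replicates 1 and 2, and 893 genes were called without replicate 3. Lepr was under the tested levels in hepatocytes, at 9.25 ± 1.2, 8.05 ± 2.5 and 23.7 ± 6.2 TPM in A/J, in BALB/cJ and in C57BL/6J stellate cells, and at 21.7 ± 4.4, 26.4 ± 4 and 41.5 ± 8.4 TPM in LSECs.

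Donor cells of both strains in a shared NSG host were used to ask which strain differences do not need a different host. Cd163, the haemoglobin scavenger receptor (chromosome 6, 124304636 to 124330529), was at 350 ± 41 TPM in Kupffer cells from BALB/cJ marrow and 46.9 ± 11 in those from C57BL/6J marrow (log2 2.98 ± 0.17, edgeR adjusted p = 5.5e-07, SD over n = 3). Timd4 (chromosome 11, 46810786 to 46844333) was at 570 ± 32 and 190 ± 18 TPM and Ccl24 at 343 ± 36 and 101 ± 26. Ccr3, a chemokine receptor, was at 129 ± 5.4 and 1.72 ± 1.2 TPM. The fatty acid transporter Cd36 was lower in cells of BALB/cJ donors (22.2 ± 3.7 against 103 ± 7.2 TPM), as was Mmp9 (log2 −5.12 ± 0.23) and Aoah (−1.66). With edgeR, 299 of 8043 genes differed between donors, 148 of them higher with BALB/cJ marrow. Xist, which female cells express, also separated the donors, at 1.06 to 1.39 TPM in the libraries of C57BL/6J marrow and 0.02 to 0.052 in those of BALB/cJ marrow. The Y-linked Ddx3y was at 31.5 to 40.7 and 27.8 to 31.7 TPM in the same libraries.

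Of 389 strain genes of untreated BALB/cJ and C57BL/6J Kupffer cells that were tested in NSG recipients, 178 were called there in the same direction, where independent lists would share 6.41. For 54 the difference itself changed, and 176 showed neither. Over all genes, edgeR called 108 of 8395 as different in strain effect between NSG recipients and untreated mice. Cd163 differed by −3.13 ± 0.24 (log2, untreated minus NSG, adjusted p = 4.2e-06), Timd4 by −1.76 ± 0.15, Cd300e by −2.64 ± 0.14 and Fcgr2b by 3.31 ± 0.26. Of 14 MHC class II genes, 5 had a more negative strain difference in untreated mice, with a median of −1.53. Of 40 interferon-stimulated genes, 6 were higher with BALB/cJ marrow, with a median of 0.51 (camera adjusted p = 1.6e-07, adjusted p = 0.61 with an estimated correlation). Markers of B cells also differed between donors: 3 of 10 were lower with BALB/cJ marrow (7 adjusted over the list alone).

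NSG recipients were set against untreated Kupffer cells of the same strain, a comparison chosen after the data were seen. Lepr was at 1.13 ± 0.3 TPM (SD, n = 3) with BALB/cJ marrow, log2 −6.71 ± 0.33 below untreated BALB/cJ (edgeR adjusted p = 3.8e-06), and at 2 ± 0.45 with C57BL/6J marrow, −5.21 ± 0.31 below untreated C57BL/6J (7.1e-06). Marco, a scavenger receptor, changed by −4.40 and −3.71, complement C2 by −5.12 and −4.66, and Cd163 by −1.77 and −4.90. T and NK cell markers rose with these groups, in 11 of 11 tested genes with BALB/cJ marrow and 14 of 14 with C57BL/6J marrow. edgeR called 432 of 7888 and 684 of 8108 genes, of which 294 and 461 were higher in recipients. Host, age, transplant and batch cannot be told apart in this comparison.

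CB6F1/J mice carry both alleles in the same nucleus, so an allelic difference can show an effect that acts on the same chromosome. All hybrids had BALB/cJ mothers, so an effect of the parent of origin would give an allelic difference too. Among imprinted genes, Peg13 was called and Snrpn and Snurf were not. A difference in how reads map to the parental genomes would give an allelic difference as well, and was not tested. The study states that its strain genomes leave out larger structural variants. H2-D1, an MHC class I gene (chromosome 17, 35263094 to 35267497), drew 7.74% ± 0.78 of its variant-spanning reads from the BALB/cJ allele in untreated Kupffer cells (SD, n = 4). H2-K1 drew 30.2% ± 0.77, the chemokine gene Cxcl10 25.3% ± 4.4 and Cd207 30.7% ± 1.3. The interferon-induced genes Ifi44l (chromosome 3, 151758737 to 151762891) and Ifi44 drew 93.7% ± 1.5 and 73.3% ± 0.5 from BALB/cJ, the ferritin gene Ftl1 71.6% ± 3.5 and Brox 95.2% ± 1.1. Fblim1 drew 5.77% ± 0.64 (log2 −4.01 ± 0.09, edgeR adjusted p = 4.3e-12) and the chaperone gene Hspa8 22.8% ± 0.47. Lepr was not called, at 48.4% ± 0.7 (−0.07 ± 0.33, adjusted p = 0.99). A share near 50% does not by itself show balance, since 13 X-linked genes, of which these males carry the BALB/cJ allele alone, also held a C57BL/6J share of 48% to 52%. edgeR called 135 of 3337 autosomal genes, 62 toward BALB/cJ and 73 toward C57BL/6J. With perfect reads, most of which match both genomes and count for both alleles, it called 25, and 22 of the 25 named genes lost the call.

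Of 445 strain genes of parental BALB/cJ and C57BL/6J Kupffer cells, 201 could be tested between alleles. The allelic difference was called in the same direction for 65 (32.3%), where 3.9 would be shared by independent lists, and in the opposite direction for 2. For 79 (39.3%) the difference between parents and alleles was itself called, and 24 of these were among the 65. For 81 (40.3%) neither test passed. Reads counted for both alleles would shrink the allelic difference and so favour a call of the difference from the parents. Their share in these calls was not tested. Cx3cr1 differed more between parents than between alleles by log2 4.24 ± 0.85 (edgeR adjusted p = 0.01, lost without C57BL/6J control replicate 2 at 3.80), as did Ccl24 (2.01 ± 0.18), Cxcr4 (1.88) and Ifi44 (3.45). Marco (−1.38), Tnfaip3 (−1.73 ± 0.24), Lbp (−1.15) and Aoah (−1.30) were lower in BALB/cJ parents by more than between alleles. Over all 3337 genes, 150 differed in this test. Of 9 MHC class II genes, 5 had a more negative parental than allelic difference, or 6 adjusted over the list alone. Over 58 X-linked genes of the hybrid the median allelic difference was 1.68, although these males carry the BALB/cJ allele alone. Where an allele has almost no reads, the fitted value depends on the prior count.

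**Figure D2:**
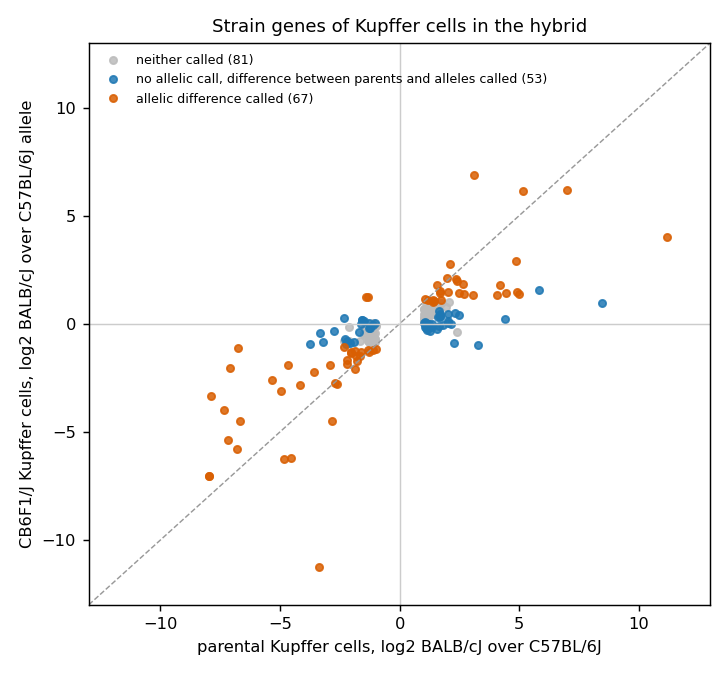
Log2 difference BALB/cJ minus C57BL/6J between parental Kupffer cells (x axis) and between the alleles of CB6F1/J Kupffer cells (y axis) for the 201 parental strain genes tested in both. Points are coloured by 67 allelic calls (2 of them opposite to the parents), 53 genes called for the difference alone and 81 called in neither, and the dashed line marks equality.

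The alleles of hybrid cells in other settings were compared in the same way. In Kupffer cells of NSG recipients of CB6F1/J marrow (n = 3), edgeR called 123 of 3073 genes, with Timd4 at 83.3% ± 1.7 from BALB/cJ and H2-D1 at 11.5%. These 3 libraries held 70 to 76.9 TPM of Xist and 0 of the Y-linked Ddx3y, as female cells do, and the other 13 hybrid libraries at most 0.015 TPM of Xist and at least 23 of Ddx3y. The study's methods describe male animals alone. All 27 named genes of this group lost the call when all reads were used in place of variant-spanning reads. Of 7 hepatocyte markers tested in this group, 3 were called toward BALB/cJ (median 0.01, camera adjusted p = 0.37), as was 1 of 2 stellate markers. In untreated hybrids 0 of 17 and 0 of 1 were called. Whether RNA of host liver cells contributed to these calls was not tested. Of 116 allelic genes of untreated and 108 of NSG hybrid cells tested in both, 80 were shared in direction, where independent lists would share 2.2. In hybrid BMDMs (n = 2), 118 of 3457 genes were called with PBS and 120 with KLA, among them C1qb at 22.1% ± 1.6 and 22.5% from BALB/cJ. With 1 library left out these counts were as low as 70 and 48, and perfect reads gave 19 and 21. Between hybrid Kupffer cells and BMDMs, 65 allelic genes were shared in direction against 1.63 for independent lists. All allelic lists compare the same genomes mapped in the same way. A mapping difference would recur in each, so sharing beyond independent lists does not exclude it.

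The response of Kupffer cells to LPS in vivo was compared in BALB/cJ and C57BL/6J. Tnf (chromosome 17, 35199367 to 35202007) rose from 2.1 ± 0.47 to 156 ± 45 TPM in BALB/cJ (log2 6.72 ± 0.52, edgeR adjusted p = 4e-05) and from 5.33 ± 1.2 to 316 ± 150 in C57BL/6J (6.59 ± 0.50, 3e-05; SD, n = 2). Ccl5, a T cell chemokine gene, reached 4430 ± 150 and 5890 ± 570 TPM, and Socs3, a feedback inhibitor of cytokine receptors, 504 ± 15 and 511 ± 130. The interferon-induced Ifit1 rose by 7.00 and 9.35. Of NF-kB inflammatory genes, all 34 tested in BALB/cJ and all 36 tested in C57BL/6J rose, with medians of 4.62 (camera adjusted p = 2.2e-16, adjusted p = 0.47 with an estimated correlation) and 4.65 (1.2e-13, adjusted p = 0.55 with an estimated correlation). Of interferon-stimulated genes, 30 of 40 and 39 of 39 rose. A direct test of the strain difference in response called 0 of 40 such genes among all genes tested. Adjusted over the list alone, 15 rose less in BALB/cJ and 0 more, with a median of −1.37. Chemokine and chemokine receptor genes went both ways, 13 up and 2 down of 22 in BALB/cJ and 15 up and 3 down of 22 in C57BL/6J.

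Other genes fell with LPS. The transcription factor Maf fell by 3.12 on the log2 scale in BALB/cJ and fell in C57BL/6J as well. In BALB/cJ, Cxcr4 changed by −5.18 ± 0.44, the cholesterol exporter Abcg1 by −2.67, the iron exporter Slc40a1 by −2.23 and the transcription factor Klf4 by −3.68, while Spic, a factor of iron-recycling macrophages, rose by 3.75 and Marco by 3.55. In C57BL/6J, Nr1h3, which encodes the nuclear receptor LXR alpha, changed by −1.71 and Smad6 by −3.51, while the arginine transporter Slc7a2 rose by 4.94. Lepr was at 83.9 TPM with LPS in BALB/cJ and did not pass in either strain (0.03, edgeR adjusted p = 0.94, and −0.05, adjusted p = 0.91). Hepatocyte markers rose in the same libraries, in 16 of 23 genes in BALB/cJ and 22 of 23 in C57BL/6J. So did 11 of 11 and 11 of 12 acute phase genes. Neutrophil markers rose in 3 of 3 genes in BALB/cJ (median 3.14, camera adjusted p = 0.041) and 5 of 6 in C57BL/6J (4.12, 0.049). With an estimated correlation their adjusted p was 0.57 and 0.55. edgeR called 2462 of 7754 genes in BALB/cJ (1346 up) and 2982 of 7809 in C57BL/6J (1629 up). TPM ratios lay below these fold changes by medians of −0.52 and −0.65, since TMM sets the bulk of genes to no change.

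Of 3473 genes called with LPS in either strain, 1971 were called in both, and 1969 shared a direction, where independent lists would share 433. Another 1502 were called in 1 strain, and for 26 of these edgeR called the difference between strains. Over all 8213 genes the strain by LPS test called 53, with 1167 at an unadjusted p under 0.05. This count ran from 0 to 502 with 1 library left out, and DESeq2 gave 199. Mtus1 (chromosome 8, 40990912 to 41133983) rose more in BALB/cJ by 2.86 ± 0.29 (adjusted p = 0.01) and the transcriptional regulator Zfp703 more in C57BL/6J (−2.61 ± 0.26, adjusted p = 0.01). All 17 named genes of this test lost the call in at least 2 settings. For Mtus1 these were the fits without BALB/cJ control replicate 1 (3.03) and replicate 2 (2.72), and for Zfp703 those without BALB/cJ control replicate 2 (−2.41) and C57BL/6J control replicate 2 (−2.46).

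In CB6F1/J Kupffer cells (5 LPS and 4 untreated libraries), Tnf rose by 6.11 ± 0.20 to 150 ± 32 TPM (edgeR adjusted p = 3.9e-11), Cxcl10 by 9.39 ± 0.20 to 4070 ± 500 and the interleukin gene Il12b by 10.16 to 204 ± 31, while Tmem86a, which degrades lysoplasmalogens, changed by −6.10 and Maf by −3.35. All 35 NF-kB inflammatory genes rose, with a median of 5.11 (camera adjusted p = 2.6e-13), and this held with an estimated correlation (adjusted p = 0.025 with an estimated correlation). Hepatocyte markers rose in the same libraries in 18 of 23 genes, with a median of 1.37, and erythroid and platelet markers in 4 of 4, with a median of 2.51. Lepr rose by 1.14 ± 0.23 (adjusted p = 0.00063) at 89.1 ± 19 against 75.7 ± 29 TPM, a call lost without LPS replicate 5 (0.98). edgeR called 3046 of 7710 genes, 1661 of them higher. TPM ratios lay below the fold changes by a median of −0.84. Of the genes called in BALB/cJ, 2086 were called in the same direction in the hybrid, and of those called in C57BL/6J 2425, where independent lists would share 459 and 556.

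The allele by LPS test asks whether LPS changes the balance between alleles. It called 20 of 2924 genes with edgeR. The antiviral deaminase gene Apobec3 (chromosome 15, 79892058 to 79918218) shifted toward the C57BL/6J allele by −2.33 ± 0.13 (adjusted p = 1.3e-10) and Mtus1 toward BALB/cJ by 2.64 ± 0.17 (7.2e-10), a call that was lost with perfect reads (0.96). Within LPS-treated hybrid Kupffer cells (n = 5), 135 of 2354 genes differed between alleles, with Cxcl11 at 93.1% ± 3 from BALB/cJ, Cxcl10 at 29% ± 0.84, Slamf8 at 7.63% ± 1.7 and Slc7a2 at 14.7% ± 0.8. With perfect reads 26 genes were called, and 18 of the 26 named genes lost the call. Of the genes called in untreated or LPS hybrids, 76 were shared in direction, where independent lists would share 2.43.

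BMDMs given KLA (100 ng per ml, 2 h) showed the response of a second macrophage. Tnf rose from 26.7 ± 0.83 to 4570 ± 70 TPM in A/J, from 15.1 ± 1 to 2990 ± 160 in BALB/cJ and from 34.9 ± 6 to 3350 ± 510 in C57BL/6J (log2 7.75 ± 0.14, 7.94 ± 0.15 and 6.87 ± 0.14; SD, n = 2). The interleukin gene Il1b rose by 10.33, 10.35 and 10.49 and Socs3 by 9.33, 8.58 and 8.07. Of 36 NF-kB inflammatory genes, 35 rose in A/J, 35 in BALB/cJ and 36 in C57BL/6J, with camera adjusted p = 1.1e-23, 7e-23 and 1.2e-19, and adjusted p = 0.047, 0.057 and 0.078 with an estimated correlation. Immediate-early genes rose in 15 of 21, 16 of 21 and 14 of 19 and fell in 2 in each strain. Cxcr4 changed by −3.24, −3.32 and −4.97, and the transcription factor Hhex by −4.01, −4.25 and −4.55. edgeR called 1007 of 8213, 1154 of 8208 and 1399 of 8190 genes, with 665, 762 and 869 higher. TPM ratios lay below the fold changes by medians of −0.33, −0.31 and −0.29.

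The strain by KLA test called 222 of 8752 genes with edgeR. The repressor Zhx2 differed most among the named genes (4.63, A/J minus BALB/cJ). The interferon-inducible Ifi205 (−3.95, A/J minus C57BL/6J) and Ch25h (−3.16, adjusted p = 5.7e-05) followed. The pair of strains changes between genes of this test, so signs cannot be compared from gene to gene. Ch25h rose from 30.7 to 268 TPM in A/J, from 2.45 ± 0.065 to 110 ± 32 in BALB/cJ and from 2.26 ± 0.51 to 184 ± 24 in C57BL/6J. Egr1 (2.70), Cxcl2 (2.36), Atf3 (2.08), Socs3 (1.26) and Cd14 (−1.49) differed as well. Calls with KLA shared in direction numbered 801 between A/J and BALB/cJ, 856 between A/J and C57BL/6J and 949 between BALB/cJ and C57BL/6J, where independent lists would share 70.8, 82.5 and 97.3.

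How the AMLN diet changes Kupffer cells was asked in each strain against untreated Kupffer cells. In C57BL/6J (n = 4 against 2), Gpnmb, a gene of lipid-associated macrophages, rose from 1.27 ± 0.1 to 513 ± 67 TPM (log2 8.86 ± 1.22, edgeR adjusted p = 0.00021), Trem2 (chromosome 17, 48346401 to 48352276) from 24.8 ± 4.2 to 605 ± 90 (4.81 ± 0.58), the elastase gene Mmp12 to 552 ± 120 and osteopontin Spp1 to 154 ± 78. Cx3cr1 rose from 1.69 ± 0.94 to 76.7 ± 29. Of 21 genes of recruited monocytes and lipid-associated macrophages, 18 rose, with a median of 4.28 (camera adjusted p = 2.8e-12, adjusted p = 0.13 with an estimated correlation). Cd163 changed from 1350 ± 87 to 19.1 ± 13 TPM (−5.93 ± 0.63), Timd4 from 497 ± 16 to 88.2 ± 50, and Lepr from 71.3 ± 20 to 2.45 ± 1.2 (−4.66 ± 0.74, edgeR adjusted p = 0.00055). Among complement genes C2 changed by −4.35 and C6 by −2.26, and of 29 Kupffer cell identity genes 6 fell and 1 rose (median −0.44, camera adjusted p = 0.016, adjusted p = 0.52 with an estimated correlation). The desaturase genes Scd1 and Scd2 rose by 1.69 and 2.44. Of 12 cell cycle genes 9 rose, and all 6 T and NK cell markers tested rose with a median of 3.04.

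In A/J (n = 4 against 2), complement C2 changed by −3.66 ± 0.50 (edgeR adjusted p = 0.0021), the chemokine receptor Ccr3 by −5.94, the lectin Cd209f by −5.03 and the prostaglandin-degrading Hpgd by −1.78, while Scd1 rose by 1.86. Gpnmb rose from 0.917 to 46.4 ± 49 TPM (5.85), a call lost without A/J control replicate 1 (6.13) or 2 (5.62), and Trem2 from 16.8 to 60.7 ± 42 (2.04), lost in the same fits (2.04 and 2.03). Of 20 genes of recruited monocytes and lipid-associated macrophages, 13 rose, with a median of 2.99 (camera adjusted p = 1.3e-12, adjusted p = 0.074 with an estimated correlation). The median over the 16 genes of this list tested in BALB/cJ was 0.62. In BALB/cJ (n = 3 against 2), Fos rose from 55.3 ± 20 to 479 ± 260 TPM (3.02, lost without BALB/cJ control replicate 2 at 2.68), the desaturase gene Scd1 by 1.69 and the haemoglobin gene Hbb-bs to 354 ± 38 TPM. LSEC markers rose in 15 of 18 genes in A/J (median 4.10) and 20 of 21 in BALB/cJ (median 6.18), with Kdr at 184 ± 180 TPM in BALB/cJ, although the sort left out cells with Mcam on the surface, and erythroid and stellate markers in 5 of 6 and 10 of 14 genes in BALB/cJ. Erythroid markers, lipogenesis genes and niche ligands of BALB/cJ held with an estimated correlation (adjusted p = 0.031 with an estimated correlation for each). Alb, a hepatocyte gene, was higher in BALB/cJ on the diet (951, 1430 and 862 TPM) than untreated (77.5 and 161). In A/J it was at 2010 and 1630 TPM in diet replicates 2 and 4 and at 130 and 63.9 in replicates 1 and 3. Untreated A/J libraries held 233 and 366. Hepatocytes express Scd1 too, and the share of hepatocyte RNA in the rise of Scd1 and of lipogenesis genes was not tested. Lepr was at 7.59 ± 4.9 TPM in A/J and 41.4 ± 23 in BALB/cJ on the diet and did not pass (adjusted p = 0.35 and 0.25).

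**Figure D3:**
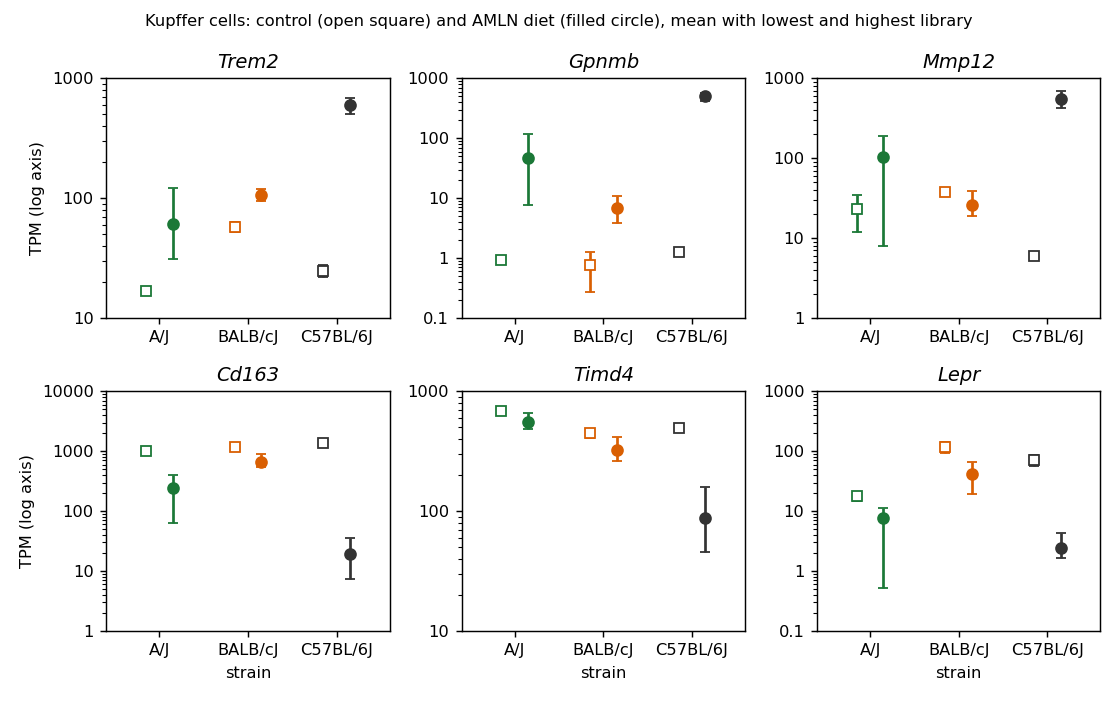
TPM (log axis) of 6 genes in Kupffer cells of untreated and AMLN diet mice of each strain, as means with the lowest and highest library. Gpnmb averaged 513 TPM and Lepr 2.45 on the diet in C57BL/6J.

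edgeR called 277 of 7930 genes with the diet in A/J (211 up), 426 of 8236 in BALB/cJ (394 up) and 952 of 7857 in C57BL/6J (529 up). TPM ratios minus these fold changes had medians of −0.12, 0.12 and −0.20. The strain by diet test called 324 of 8766 genes, against 73 with the replicate number as a block and 830 with the likelihood ratio test of DESeq2. Cx3cr1 rose more in C57BL/6J than in A/J (A/J minus C57BL/6J −6.53, adjusted p = 0.0066), Trem2 more than in BALB/cJ (BALB/cJ minus C57BL/6J −4.04, adjusted p = 0.013), and Cd163 fell more than in BALB/cJ (5.01, adjusted p = 0.011). The calls of Cx3cr1 and Trem2 were lost without C57BL/6J control replicate 1 (−7.22 and −3.87) or 2 (−6.07 and −4.25), and that of Cd163 without C57BL/6J control replicate 2 (4.92). Mefv (5.89), Dnase1l3 (4.11) and Blvra, biliverdin reductase (−1.57), kept the call in all settings run. Their values may come from different pairs of strains, so their signs cannot be compared. Lepr did not pass (3.53, adjusted p = 0.098).

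Age-matched mice on a control diet were not analysed here, so diet, age and the preparation of the untreated libraries cannot be told apart, nor in C57BL/6J can the stock. The labels name no batch of the AMLN libraries. Batches were inferred from expression, with A/J replicates 3 and 4 and BALB/cJ replicates 2 and 3 set apart from the others. Over 7577 genes, the difference between these parts correlated at 0.57 between A/J and BALB/cJ, against −0.19 for other pairings. A/J replicates 1 and 2, put in the same batch, were as far from each other (chi-square per gene of 149) as from replicate 3 (148 and 158). With the libraries of 1 batch, 1200, 530 and 1057 genes were called in A/J, in BALB/cJ and in C57BL/6J and 822 in the strain by diet test, which kept 265 of the 324. In these fits the BALB/cJ diet arm was replicate 1 alone, which was assumed to vary like the other groups. With a batch term over all libraries, 231 of the 324 were kept. Of 58, 60 and 89 named genes called with the diet, 50, 45 and 44 lost the call with 1 library left out. The counts without single libraries ran from 22 to 489 in A/J, 134 to 584 in BALB/cJ, 472 to 1017 in C57BL/6J and 57 to 768 for strain by diet. The lowest came without A/J control replicate 2, BALB/cJ control replicate 1, C57BL/6J control replicate 1 and C57BL/6J control replicate 2. The highest came without A/J AMLN replicate 3, BALB/cJ AMLN replicate 1, A/J AMLN replicate 3 and A/J AMLN replicate 1.

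Calls with the diet shared in direction numbered 138 between A/J and BALB/cJ, 112 between A/J and C57BL/6J and 54 between BALB/cJ and C57BL/6J, where independent lists would share 5.69, 8.59 and 7.12. Between BALB/cJ and C57BL/6J, 5 genes were called in opposite directions.

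**Figure D4:**
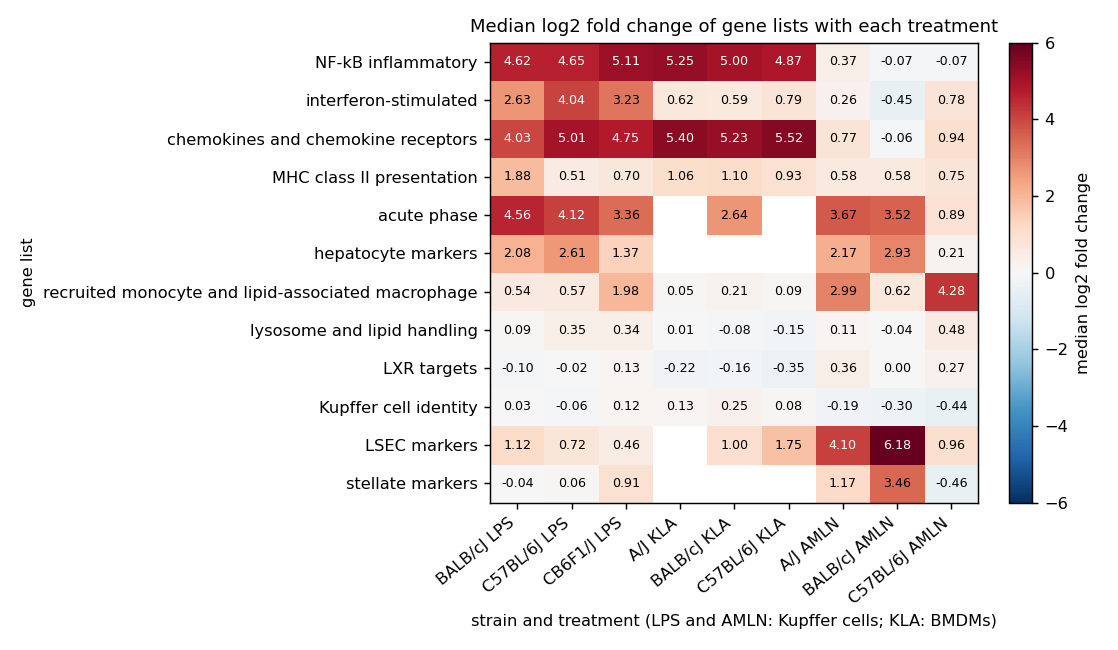
Median log2 fold change of 12 gene lists (rows) in 9 treatment contrasts (columns), blank where fewer than 3 genes were tested. The NF-kB list stood at 4.62, 4.65 and 5.11 with LPS, and the LSEC marker list at 6.18 with the AMLN diet in BALB/cJ.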

Values the study reported

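The study reported between 194 and 362 genes that differed in pairs of strains in Kupffer cells, and stated that 57% to 80% of strain differences were seen in Kupffer cells or in BMDMs but not in both. For the injection of LPS it gave 3,268 responsive genes over the BALB/cJ and C57BL/6J strains, of which 1,885 responded in both and 1,383 in 1 of them. It described a change of Tnf with LPS of about 60-fold in each of these strains, with levels in BALB/cJ near 50% of those in C57BL/6J.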

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

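The tests of explanations for the X-linked reads and for the strain by diet genes were chosen after the results were seen, except the spread over all X-linked genes; the splits of libraries were planned.

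Single libraries stood far from the rest of their group in 12 of 82 tests over 9 groups and 11 measures, where chance gives about 1 in 20 groups, or 4.1 here. Lepr was at 119 TPM in CB6F1/J Kupffer control replicate 2 and at 58.3 to 64.4 in the others. Alb, the albumin gene of hepatocytes, was at 5220 TPM in BALB/cJ LSEC replicate 1 against 556 to 993, at 365 in C57BL/6J AMLN replicate 2 against 95.7 to 126 and at 482 in CB6F1/J Kupffer LPS replicate 5 against 146 to 239. Clec4f, a Kupffer cell lectin, was at 28.4 TPM in C57BL/6J LSEC replicate 1 against 5.33 to 6.98, and S100a8, a neutrophil gene, at 19.9 TPM in BALB/cJ stellate replicate 1 against 0.968 to 3. The mean log2(TPM + 1) of the Kupffer cell identity list was 8.49 in A/J AMLN replicate 1 against 8.83 to 8.87 and 8.93 in CB6F1/J Kupffer control replicate 2 against 8.99 in each of the others. That of the LSEC marker list was 9.27 in C57BL/6J LSEC replicate 3 against 9.36 to 9.37, and that of the cell cycle list 2.07 in A/J LSEC replicate 1 against 1.7 to 1.75. A/J stellate replicate 3 held 12.7 M counts against 10.9 to 11.2, and BALB/cJ stellate replicate 1 held 8.1 M against 12 to 12.7.

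Effects differed between groups in 7 direct tests with edgeR. The genes given for each were taken among those with no group near 0 counts and outside multigene families, a filter set after the values were seen. Between Kupffer cells and BMDMs the strain effect differed for 1397 genes. The largest log2 differences, for BALB/cJ minus C57BL/6J, were −10.66 for Gbp2b and 7.89 for Cx3cr1. The response to LPS differed between BALB/cJ and C57BL/6J for 53 genes, with Gbp2b at 5.05 and Trpt1 at −3.45. The response to KLA differed between strains for 222, with Zhx2 at 4.63 (A/J minus BALB/cJ) and Ifi205 at −3.95 (A/J minus C57BL/6J). The change with the AMLN diet differed for 324. For BALB/cJ minus C57BL/6J, the protease genes Mmp13 and Mmp12 stood at −8.05 and −7.42. The allelic balance changed with LPS for 20, with Mtus1 at 2.64 and Apobec3 at −2.33. Parents and alleles differed for 150, with Cacna1a at 7.51 and Cyp4f18 at −5.01. The strain effect differed between NSG recipients and untreated mice for 108, with S1pr1 at 4.52 and Lgals1 at 4.51.

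The strain by diet genes were weighed against technical explanations. Batches of the AMLN libraries are argued against as the whole cause, since 265 of the 324 genes (81.8%) were called again with the libraries of 1 batch, where the BALB/cJ diet arm was 1 library that was assumed to vary like the other groups, and 231 (71.3%) with a batch term over all libraries. The count itself depends on the fit, with 73 genes when the replicate number was a block and 830 with the likelihood ratio test of DESeq2. Another C57BL/6 stock in the AMLN group is given by the study's methods, which describe mice kept in the laboratory, and its share in these genes stays open: Nnt, which carries a deletion in C57BL/6J, rose by log2 0.87 ± 0.20 (SE, adjusted p = 0.0052) with the diet in C57BL/6J against −0.33 in A/J and 0.05 in BALB/cJ, and stock and diet coincide. A biological difference in how the strains respond to the diet, and their age, stay among the open explanations, untested.

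X-linked genes of male CB6F1/J mice held reads of the C57BL/6J allele, which these mice should not carry, at 21.5% of X-linked variant-spanning reads in untreated Kupffer cells. A second X chromosome is argued against by Xist, at 0.015 TPM at most in the 13 libraries other than NSG. Counting of 1 read for both alleles as the cause over all X-linked genes stays open. The spread between mice had a mean of 1.03 times binomial sampling over 81 genes, where shared reads would give 0.56, but a median of 0.59, where reads counted once would give 0.79. The bound set beforehand for that mean was wrong, since the 32 genes with a share under 10% varied at 1.48 times sampling and lift it whether reads are shared or not. In the 5 LPS mice the mean was 3.27 and the median 2.50, where reads counted once would give 0.84, and the genes with a share under 10% stood at 4.97, so the spread between mice decides neither way. For the 13 genes with a C57BL/6J share of 48% to 52% that ratio was 0.05, consistent with reads counted for both alleles there; the 3 tests of shared reads were run in turn and this one chosen after seeing the others. Among autosomal genes 8.94% of 3467 varied less than the lower 5% point of sampling in the untreated mice and 5.21% of 2382 in the LPS mice. Across X-linked genes no relation was detected between the share and the ratio of intronic to exonic length (Spearman rho 0.07, permutation p = 0.56, 95% interval −0.15 to 0.28), and the 3 genes with a single exon held 4.32% to 5.88% against a median of 20.4% in the other 78. So neither sharing of autosomal reads nor intronic variants can be excluded. No biological explanation was tested.

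Xist, which marks cells with an inactive X chromosome, was at 70 to 76.9 TPM in the libraries of NSG recipients of CB6F1/J marrow, and these libraries held no Ddx3y (0 TPM), as in female cells, while the other 13 hybrid libraries were male by both genes and the study's methods describe male animals alone.

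Among 60 splits of the libraries drawn, the real one alone called as many genes in LSECs (584, highest other 230) and stellate cells (1396, highest other 579). The same held for the response of CB6F1/J to LPS (3046, highest other 1662). A share of 1 of 60 makes a chance result unlikely in each but does not exclude it. Such splits do not address RNA of other cell types that follows the groups. For the allele by LPS test the share was 1 of 100 (20 genes, highest other 1). The splits were too few for a share under 0.05 between NSG donors (299 genes, highest other 0 in 10 splits) and between alleles in untreated (135, 0 in 8), LPS (135, 0 in 16) and NSG hybrids (123, 0 in 4).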

How the results depend on the processing

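The fits over 1 batch or with a batch term, those without genes or markers of other cell types, those without the LSEC libraries rich in Alb, the other read sets for the response of CB6F1/J to LPS and all values for NSG recipients against untreated mice were chosen after seeing the data; the other alternatives were planned. Of 204 counts of called genes under an alternative, 162 stayed within 1.5 times the count reported, and of 300 with 1 library left out, 272 did. Over 1937 named genes and contrasts, 10946 of 11432 values under an alternative kept their call and direction, 485 lost the call and 1 reversed. With 1 library left out, 17144 of 18784 kept it, 1640 lost it and none reversed. RLE normalization ended 16 of 1937 calls of named genes, DESeq2 with a prior on fold changes 41 of 1543, and 1 fit over all Kupffer libraries 64 of 643.

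Without the TPM filter more genes were tested, and more were called in each comparison that moved except strain by LPS: 601, 795 and 1140 in Kupffer cells for A/J against BALB/cJ, A/J against C57BL/6J and BALB/cJ against C57BL/6J, 1159, 1371 and 1163 for the same contrasts in BMDMs, 1213 in LSECs, 2597 in stellate cells and 1546 in hepatocytes. The same setting gave 641 between NSG donors, 1460 and 1868 for NSG recipients against untreated BALB/cJ and C57BL/6J, 3900 and 4678 with LPS in these strains, 19 for strain by LPS and 5867 for LPS in CB6F1/J. It gave 2189, 2498 and 2921 with KLA and 1038, 1278 and 1938 with the AMLN diet in A/J, in BALB/cJ and in C57BL/6J. With the mean TPM taken over all libraries the diet in A/J gave 183 genes. DESeq2 with a prior on fold changes gave 199 genes for strain by LPS and 33 for allele by LPS. Its likelihood ratio test gave 830 for strain by diet. A fit over all Kupffer libraries gave 163 between A/J and BALB/cJ, and stellate cells gave 745 without genes of other cell types, since fewer genes were tested. Camera with an estimated correlation gave 5 list results past the threshold against 212 with the preset one. With AMLN libraries of 1 batch the diet gave 1200 genes in A/J and strain by diet 822, and with a batch term 905 in A/J and 778 in BALB/cJ. The cause was not tested except where fewer or more genes were tested.

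Perfect reads, most of which count for both alleles, gave 25 allelic genes in untreated Kupffer cells, 26 with LPS, 19 in BMDMs with PBS, 21 with KLA and 1 for allele by LPS. All reads gave 8 in NSG recipients of CB6F1/J marrow, where Cd207 reversed at log2 0.01. This is what counting 1 read for both alleles would give.

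The replicate numbers do not consistently pair the libraries in the whole-library comparisons: correlations of same-numbered libraries ran from −0.40 to 0.33 for the AMLN diet, −0.37 to 0.58 in LSECs, −0.24 to 0.37 in stellate cells and −0.07 to 0.12 in Kupffer cells. With the replicate number as a block the AMLN diet gave 1090 genes in A/J, 193 in BALB/cJ, 853 in C57BL/6J and 73 for strain by diet; the number is shared by libraries of different mice. The block gave 270, 361 and 447 in Kupffer cells for the 3 strain contrasts, 348, 464 and 374 in BMDMs, 1393 for strain by cell type, 584 in LSECs, 1316 in stellate cells, 914 in hepatocytes, 367 between NSG donors and 138 for NSG against untreated mice. It gave 2500 and 2994 with LPS, 59 for strain by LPS, 2998 for LPS in CB6F1/J, 1008, 1152 and 1400 with KLA and 232 for strain by KLA. The 2 alleles of a mouse do share a library, and pairing them by mouse gave 136 genes in untreated hybrids, 132 with LPS, 90 in NSG recipients, 133 and 133 in BMDMs with PBS and KLA, 30 for allele by LPS and 178 between parents and alleles. The block ended 118 of 1626 calls of named genes.

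With 1 library left out, counts ran from 22 to 489 for the diet in A/J, 134 to 584 in BALB/cJ, 472 to 1017 in C57BL/6J and 57 to 768 for strain by diet. They ran from 0 to 502 for strain by LPS, lowest without BALB/cJ control replicate 2 and highest without C57BL/6J LPS replicate 1. In hybrid BMDMs they ran from 70 to 103 with PBS and 48 to 110 with KLA, lowest without PBS replicate 1 and KLA replicate 2. Where a group of 2 was left with 1 library, that library was assumed to vary like the other groups. Over the 16 hybrid libraries, variant-spanning reads numbered 2.36 to 6.69 M per allele. With the read minimum and the TPM filter, 3337 autosomal genes were tested in untreated Kupffer cells. How far read depth rather than the TPM filter set this number was not tested.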

Other observations

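The tests of explanations for the stellate libraries were chosen after the results were seen.

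Alleles on the X chromosome and at imprinted genes gave a check of the hybrid reads. In the 13 male CB6F1/J libraries 75.2% to 82.1% of X-linked variant-spanning reads came from BALB/cJ, the mother's strain, against 48.5% to 49.4% on autosomes. Of 58 X-linked genes tested in untreated Kupffer cells, 36 were called and all of these were higher for BALB/cJ. Their median over the 58 was log2 1.68. Peg13, expressed from the paternal allele, drew 11.7% ± 0.86 of its reads from BALB/cJ (SD, n = 4), while Snrpn drew 50% ± 0.53.

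In LSECs the MHC class I gene H2-T23 was at 161 ± 40 TPM in A/J, 418 ± 32 in BALB/cJ and 480 ± 75 in C57BL/6J (SD, n = 4). Of 21 MHC class I presentation genes, 2 were lower in A/J than in BALB/cJ and none higher, with a median of 0.30 (camera adjusted p = 0.62). Dividing cell genes were higher in A/J than in BALB/cJ BMDMs, with a median of log2 0.60 over 22 genes (camera adjusted p = 3.4e-08, adjusted p = 0.27 with an estimated correlation), 2 of them called. In C57BL/6J Kupffer cells on the AMLN diet 11 of 37 interferon-stimulated genes rose, with a median of 0.78 (camera adjusted p = 0.00031, adjusted p = 0.54 with an estimated correlation), and 9 of 23 lysosome and lipid genes rose, with a median of 0.48.

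Kupffer cell RNA in A/J stellate libraries was weighed as an explanation of the stellate genes highest in A/J, although the sort by brightness under ultraviolet light should have left Kupffer cells out. Counted by sign, whether called or not, all 29 Kupffer cell identity genes were higher in A/J than in BALB/cJ. Their median was 2.54 (quartiles 1.66 to 2.79), while 1 of 23 stellate markers was higher by sign (median −0.59). This is consistent with Kupffer cell RNA for the genes that Kupffer cells or hepatocytes express over 2 times higher. As the whole cause of the genes highest in A/J it stays open: without them 177 of the 681 (26%) stayed called and highest in A/J, between the bounds set for the test. A strain difference in stellate cells themselves stays open.

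Tnf rose 106-fold in BALB/cJ and 96-fold in C57BL/6J Kupffer cells with LPS. These fold changes are scaled by TMM. As ratios of mean TPM they were 74-fold and 59-fold, so the distance from the value quoted from the study above depends on the scaling.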
